A study of Mus musculus with 4 samples.

How the data were processed

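Single-cell RNA from mouse aorta was measured in 4 libraries made with a 10x Genomics 3' kit, 1 library per group. The groups were WT on normal diet, LysM-DKO on normal diet, WT on an ApoE-null background on western diet, and LysM-DKO on an ApoE-null background on western diet. Per the labels, the tissue was digested with collagenases and liberase into single cells before loading. Diet differs between the groups together with the ApoE genotype, the sex of the cells as read from the data, and the version of the authors' software, so no contrast between diets can be assigned to diet alone.

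The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode, as whole numbers without scaling. Per the file headers, the authors made these counts with Cell Ranger, version 6.0.1 for the normal diet libraries and 6.1.2 for the western diet libraries. The genome build, the annotation release and the parameters of cell calling are not stated in the labels or the headers. Gene locations are given on GRCm38 from GENCODE M21, joined by gene ID, where 99.8% of the 32285 features matched.

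The matrices held 13831, 15826, 29724 and 11414 barcodes, in the order of the groups above, which is kept throughout. Barcodes with at least 500 UMIs and at most 10% mitochondrial UMIs were kept. Doublets were scored with scrublet, as run by scanpy 1.11.5, in each library among barcodes of at least 1000 UMIs, so barcodes under 1000 UMIs were not scored. The highest-scoring barcodes were marked up to an expected share of 0.8% per 1000 scored barcodes, which gave 1160, 1469, 1934 and 783 barcodes. Of these, 784, 811, 1684 and 731 had passed the other filters and were removed, which left 8255, 8825, 24472 and 8304 barcodes.

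The kept barcodes were clustered together with the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 1, on 2000 variable genes, 30 principal components and 15 neighbours. The genes of the lists below, the sex-linked genes and the mitochondrial genes were left out of clustering. No batch correction was applied. A marker counted for a cluster when it was at least 1.5 fold above the mean of the other clusters and seen in at least 20% of the cells. Each class was scored by the share of its markers that counted plus the share of its markers among the 10 leading genes, and the cluster took the name of the class with the highest score. It needed at least 3 counted markers, with at least 3 of them among its 10 leading genes or at least 40% of the markers of the class. A cluster stayed unnamed when another class had more markers among the leading genes, or when its barcodes had, by the median, under 1/3 of the median UMIs of their library and no marker was among the leading genes. Names of classes mean resemblance to these markers only. Of 32 clusters, 7 stayed unnamed, and the rest formed 14 classes.

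For each library, UMIs were summed over the barcodes of a class and given as CPM, that is, scaled to the total UMIs of that class in the library, beside the level in all other kept barcodes of the library. Ratios are log2 of LysM-DKO over WT within a diet, or of western over normal diet within a genotype. A count of 0.5 UMIs was added for the point value. Intervals are 95% intervals: exact binomial for shares and for gene ratios given their total, exact Poisson for levels, Newcombe for differences of shares, and 500 Poisson redraws for list medians. Beside a count of 0, the upper limit given is that of 3 counts of the total, a simpler and tighter limit than the exact intervals. The intervals cover counting error only, and not the variation between animals or preparations. With 1 library per group, no test between groups was made and no gene was called changed. No replicate or pair was used.

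The lists, written before the data were examined, were cholesterol efflux, lipid uptake, cholesterol synthesis, foam cell, inflammatory, resident and alternative activation genes in macrophage-like cells, contractile and modulated genes in smooth muscle-like cells, and dissociation stress genes in both. A list is summarized by the median log2 ratio of its genes with at least 20 UMIs over the 2 libraries. Its percentile is its place among 10000 random lists of the same size, each gene drawn from the 50 nearest in mean level. In the alternative activation list 1 gene was not analysed here. The genotype ratios of the 2 diets were compared by correlation over genes of at least 100 CPM on average. By a rule of the same date, 5 genes per direction and class were chosen to be named, of which 3 in smooth muscle-like cells are not reported here: those of at least 100 CPM on average with the same sign on both diets and, in the higher library of each contrast, a level at or above that of the other cells. They were ranked by the smaller of the 2 ratios in size. Mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and sex-linked genes and the cell type markers were left out of this ranking.

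The groups, contrasts, filters, lists, naming of genes and most alternatives were fixed before the data were examined. Chosen after the data were seen were the share of doublets removed, the thresholds for naming clusters, the alternatives of at least 2000 UMIs and of macrophage-like cluster 13 alone, and the estimate of free RNA from Acta2. The doublet share was set because the automatic threshold marked 3.08, 3.16, 0.00643 and 0.0808% of scored barcodes. The other alternatives were at least 1000 UMIs, at most 20% mitochondrial UMIs, doublets kept, each library clustered alone, resolution 2, and shares of the immune or non-immune cells. For levels they were median-ratio scaling, equal weight for each cell, other low-count limits, and only genes at or above the level of the other cells.

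Precision follows depth. The macrophage-like cells held 474563, 995243, 5377686 and 618874 UMIs, and a count of 0 UMIs there allows up to 6.32, 3.01, 0.558 and 4.85 CPM. The method was tested on simulated data made from the macrophage-like cells of the western diet, with 200 of 10908 genes changed 2 fold. The counts were drawn as independent Poisson values from a shared profile, the model that the intervals assume. The 95% intervals held the true value for 96.4% of all genes and 97.4% of the changed genes with at least 20 UMIs. The direction was right, with an interval apart from 0, for 68.8% of these changed genes and for 100% of the 35 with at least 500 UMIs. A raised list of 16 genes reached percentile 100. Of 400 unchanged lists, 20 fell outside the central 95% of percentiles, with a mean percentile of 52.1. The number of unchanged lists was raised to 400 after a first run was seen. The simulation held no variation between cells or animals, no free RNA and no genes that move together. It therefore checks the computation, and not the percentiles of real lists.

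Computations used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9.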

Results

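The series title concerns epsins, adaptor proteins of endocytosis, and cholesterol efflux by the transporter ABCG1. The libraries compare WT and LysM-DKO aortas on 2 diets. Each group is 1 library, so the values below describe libraries, with no test between groups. Intervals in brackets are 95% intervals that cover counting error only.

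Before filtering, the median barcode held 2448 UMIs in WT and 2057 in LysM-DKO on normal diet, and 1047 and 5581 on western diet. Barcodes under 1000 UMIs made up 12.9, 14.4, 47.7 and 13.3% of the libraries. More than 10% of UMIs were mitochondrial in 4792, 6190, 3568 and 2379 barcodes. After filtering, the medians were 3285, 2871, 987 and 6295.5 UMIs, and 50.7% of the kept barcodes of WT on western diet were still under 1000 UMIs. Doublets were not scored under 1000 UMIs, so fewer of the barcodes of that library were tested for them.

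**Figure D1:**
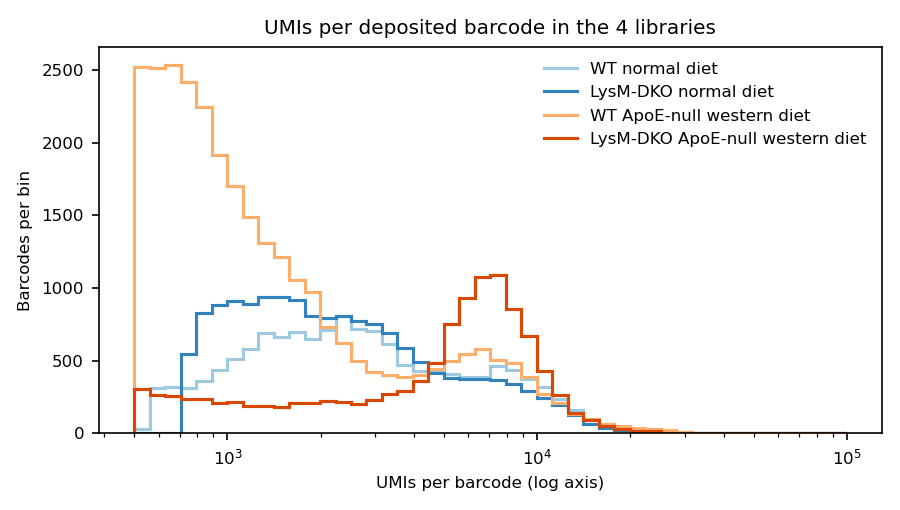
Distribution of UMIs per deposited barcode in the 4 libraries. The WT western diet library has most of its barcodes near the lowest values.

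The labels do not spell out LysM-DKO. Epn1 and Epn2, which encode epsins, were taken as the targeted genes. A 3' count can still see transcript downstream of a deleted exon, so these levels do not measure deletion directly. Epn1 (ENSMUSG00000035203, chromosome 7, 5080235 to 5098178, plus strand) gave 40, 57, 260 and 28 UMIs in macrophage-like cells. These are 84.3 (60.2 to 115), 57.3 (43.4 to 74.2), 48.3 (42.6 to 54.6) and 45.2 (30.1 to 65.4) CPM, beside 34.3, 38.6, 25.8 and 24.6 CPM in the other cells. The log2 ratio of LysM-DKO over WT was -0.56 (-1.17 to 0.06) on normal diet and -0.07 (-0.71 to 0.47) on western diet. With equal weight for each cell the western diet ratio was 0.43.

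Epn2 (ENSMUSG00000001036, chromosome 11, 61517249 to 61579687, minus strand, with Gm12272 on the other strand) gave 20, 31, 218 and 8 UMIs in macrophage-like cells. The levels were 42.1 (25.7 to 65.1), 31.1 (21.2 to 44.2), 40.5 (35.3 to 46.3) and 12.9 (5.58 to 25.5) CPM, below the 82.0, 83.5, 106 and 89.9 CPM of the other cells. The log2 ratio was -0.45 (-1.29 to 0.45) on normal diet and -1.56 (-2.88 to -0.64) on western diet. Among the targeted genes the western diet ratio of Epn2 moved most. Within macrophage-like cluster 13 alone, an alternative chosen after the data were seen, it was 0.63 (-0.93 to 1.90). This rests on 18 UMIs in WT and 7 in LysM-DKO. In smooth muscle-like cells the ratio of Epn2 was 0.12 (0.02 to 0.21) on normal diet and -0.46 (-0.53 to -0.39) on western diet. The third epsin gene, Epn3, gave 1, 0, 0 and 0 UMIs in macrophage-like cells, where 0 UMIs allow up to 3.01, 0.558 and 4.85 CPM.

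RNA released from smooth muscle can enter other droplets. The smooth muscle gene Acta2 was at 2872, 2599, 5544 and 1760 CPM in macrophage-like cells, which is 22.4, 26.5, 42.8 and 10.3% of its level in the other cells. If all of this Acta2 were free RNA, 18.4, 22.1, 45.3 and 9.23 CPM of Epn2 would come from other cells in the same way, or 43.7, 71.1, 112 and 71.4% of the level measured. For Epn1 the same estimate gave 9.13, 17.8, 22.8 and 5.57% of the level measured. The measured level of Epn2 was above this estimate beyond its interval only in WT on normal diet. On western diet the same estimate is larger in WT than in LysM-DKO. Free RNA would then lower the level of genes particular to macrophage-like cells more in WT. The western diet ratios and list medians of such genes below were not corrected for it, and random lists matched on level do not remove it.

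At the other loci to which the labels point, Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, minus strand) was at 6857 and 5679 CPM in macrophage-like cells on normal diet. It was at 6.51 and 8.08 CPM on the ApoE-null background. The log2 ratio of western over normal diet was -10.02 in WT and -9.32 in LysM-DKO. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand) encodes lysozyme M. It was at 3696, 1029, 3490 and 910 CPM, with log2 ratios of LysM-DKO over WT of -1.84 (-1.96 to -1.73) and -1.94 (-2.06 to -1.82). Its paralog Lyz1 was at 96.9, 210, 43.7 and 108 CPM, and counts of these similar genes are uncertain because a read can match both.

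Macrophage-like cells made up 1.71% (1.44 to 2.01, 141 barcodes), 2.79% (2.45 to 3.15, 246), 13.9% (13.5 to 14.3, 3404) and 1.71% (1.44 to 2.01, 142) of kept barcodes. The difference of LysM-DKO from WT was 1.08 percentage points (0.636 to 1.53) on normal diet and -12.2 (-12.7 to -11.7) on western diet. Between diets it was 12.2 (11.7 to 12.7) in WT and -1.08 (-1.52 to -0.635) in LysM-DKO. Among immune cells the shares were 6.35, 10.2, 72.8 and 63.4%, and by this measure the diet difference in LysM-DKO was 53.2 percentage points, the largest change among the alternatives.

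The class joins 2 clusters of different depth. Cluster 5 held 0.715, 0.816, 12.2 and 0.181% of the libraries at a median of 729, 990, 797 and 681 UMIs, and 95.3% of it came from WT on western diet. It was led by C1qb, Lyz2, Fabp5, C1qa and Lgals3. Cluster 13 held 0.993% (0.791 to 1.23), 1.97% (1.69 to 2.28), 1.69% (1.53 to 1.86) and 1.53% (1.28 to 1.82) at a median of 4649.5, 4761.5, 4733 and 3949 UMIs. It was led by Ccl4, C1qa, C1qb and Cxcl2, which include genes of immune activation. For cluster 13 alone the western diet difference was -0.158 percentage points and the normal diet difference 0.978. Among barcodes of at least 2000 UMIs, cluster 13 held 1.36, 2.94, 5.71 and 1.58%. With 1 library per group, a cluster mostly of 1 library may be that library, not a type.

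Smooth muscle-like cells made up 34.2% (33.2 to 35.2), 22.4% (21.5 to 23.3), 32.4% (31.8 to 33.0) and 73.6% (72.6 to 74.5). The difference of LysM-DKO from WT was -11.8 percentage points (-13.2 to -10.5) on normal diet and 41.2 (40.1 to 42.3) on western diet. Between diets it was -1.81 (-3.00 to -0.640) in WT and 51.2 (49.9 to 52.5) in LysM-DKO. With each library clustered alone, the normal diet difference was 12.7 percentage points, the opposite direction. The diet difference in WT also changed direction, to 9.85 under the same alternative and to 14.4 at up to 20% mitochondrial UMIs. The class median was 7556.5, 7313.5, 872 and 6864 UMIs. Cluster 3, part of this class, had the stress gene Fos among its leading genes, and cluster 0 had Hspb1.

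Unnamed clusters held 15.1, 18.9, 27.8 and 9.55% of barcodes. The largest over all libraries together, cluster 2, held 0.0485, 0.0680, 18.9 and 0.434%, and cluster 11 held 0.0727, 0.0453, 4.91 and 1.12%. Both were led by Lum, Vcam1 and Spp1. Cluster 6 held 13.3, 11.5, 0.474 and 5.02%, and was the largest unnamed cluster in every library but WT on western diet. Fibroblast-like cells made up 11.6, 14.2, 11 and 11.3%, T or NK-like cells 13.2, 10.7, 2.12 and 0.578%, and B-like cells 10.8, 11.9, 2.40 and 0.157%. Endothelial-like cells made up 4.22, 6.56, 0.723 and 1.26%, and erythroid-like cells 6.71, 6.84, 1.75 and 0.590%. Chondrocyte-like cells were 0, 0.0340, 6.75 and 0.554%, where 0 of 8255 barcodes allows up to 0.0363%.

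**Figure D2:**
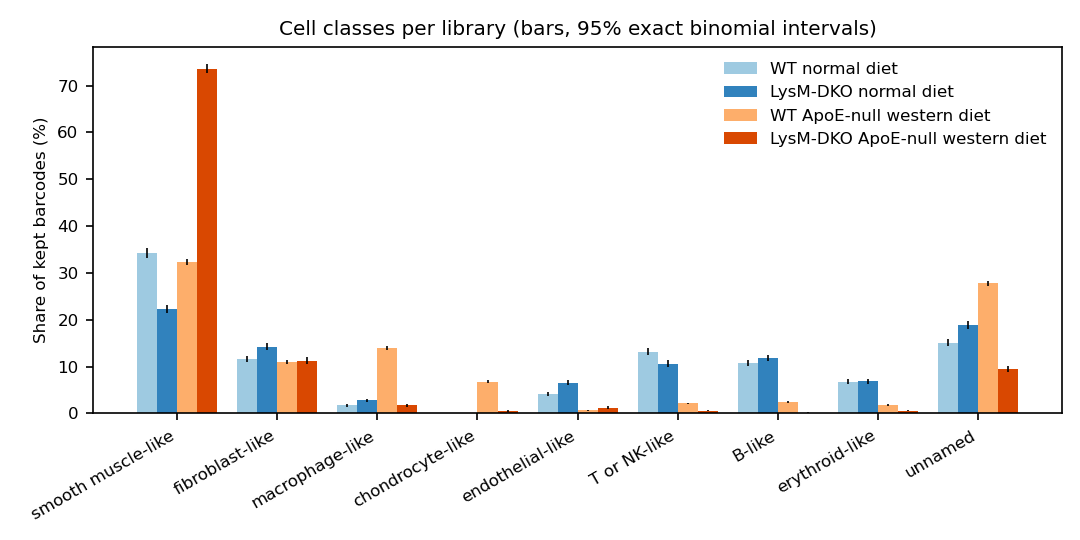
Share of each cell class among kept barcodes of the 4 libraries. Bars are 95% intervals of counting error.

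Abcg1 (ENSMUSG00000024030, chromosome 17, 31057675 to 31117988, plus strand, with Gm25447 on the same strand) gave 14, 47, 1478 and 182 UMIs in macrophage-like cells. The levels were 29.5, 47.2, 275 and 294 CPM, beside 11.4, 15.8, 22.2 and 3.35 CPM in the other cells. The log2 ratio of LysM-DKO over WT was 0.64 (-0.21 to 1.65) on normal diet and 0.10 (-0.13 to 0.32) on western diet. Abca1 (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895, minus strand) was at 335, 407, 539 and 658 CPM, beside 43.9, 47.7, 104 and 40.9 CPM. Its log2 ratio was 0.28 (0.01 to 0.55) on normal diet and 0.29 (0.13 to 0.44) on western diet.

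The western diet direction of both transporters depended on which barcodes were counted. Within cluster 13 the log2 ratio of Abcg1 was -0.59 (-0.83 to -0.37), from 1046 UMIs in WT and 181 in LysM-DKO. That of Abca1 was -0.42 (-0.58 to -0.27), from 2052 UMIs in WT and 401 in LysM-DKO. Among macrophage-like barcodes of at least 2000 UMIs the ratios were -0.37 and -0.20. On normal diet the ratios within cluster 13 were 0.91 (-0.01 to 2.06) and 0.26 (0.00 to 0.54). These 2 alternatives were chosen after the data were seen. Among planned ones the western diet ratio of Abcg1 was -0.099 at 1000 or more UMIs and -0.057 with each library clustered alone. Both had intervals that include 0. That of Abca1 was 0.074 and 0.061. Under the other planned ones both stayed positive. Abcg1 ranged from 0.099 with doublets kept to 0.32 with equal weight for each cell, and Abca1 from 0.29 to 0.76 under the same alternatives.

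**Figure D3:**
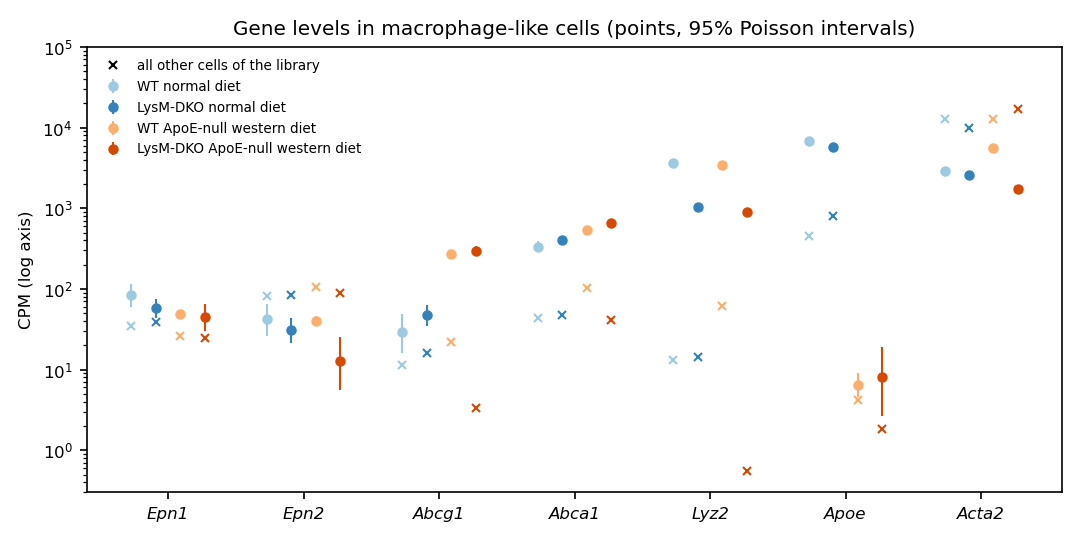
Levels of the targeted genes, the other loci to which the labels point and the cholesterol transporters in macrophage-like cells and in the other cells. Bars are 95% intervals of counting error.

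The cholesterol efflux list had a median log2 ratio of LysM-DKO over WT of 0.13 (-0.10 to 0.33, percentile 78.0, 8 of 13 genes higher) on normal diet and 0.20 (0.07 to 0.39, percentile 84.6, 12 of 16) on western diet. Within cluster 13 the western diet median was -0.17, the opposite direction. The foam cell list was at 0.68 (0.36 to 0.87, percentile 100, 13 of 16 higher) on normal diet and at 0.03 (-0.02 to 0.08, percentile 6.26, 10 of 16) on western diet. Within cluster 13 these medians were 0.60 and -0.49. The lipid uptake list was at -0.39 (-0.56 to -0.10, percentile 0.0900, 4 of 12 higher) and -0.10 (-0.20 to 0.33, percentile 12.9, 5 of 11). With only the genes at or above the level of the other cells, its western diet median was 1.09, the opposite direction. Cholesterol synthesis was at -0.20 (-0.54 to 0.19, percentile 4.48) and 0.17 (-0.51 to 0.37, percentile 90.3).

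The inflammatory list was at -0.46 (-0.56 to -0.42, percentile 0, 2 of 16 higher) on normal diet and at 1.19 (1.04 to 1.27, percentile 100, 14 of 16) on western diet. The resident list was at -0.33 (-0.48 to 0.01, percentile 0.150, 5 of 13) and 1.34 (1.21 to 1.63, percentile 100, 11 of 13). In the genotype contrasts of the lists, the resident median on western diet moved most, to 2.58 with equal weight for each cell. Alternative activation was at 0.07 (-0.33 to 0.32, percentile 69.2, 4 of 7) and 1.11 (0.73 to 1.37, percentile 100, 8 of 8). The dissociation stress list, which tracks handling, was at -0.20 (-0.24 to -0.07, percentile 1.13) and 0.17 (0.03 to 0.28, percentile 41.4). Within cluster 13 the western diet medians were 0.51 for the inflammatory list, 1.12 for the resident list and 0.51 for the stress list. None of the western diet medians here was corrected for free RNA, which the Acta2 estimate put higher in WT.

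In smooth muscle-like cells the contractile list was at -0.05 (-0.06 to -0.03, percentile 19.1, 5 of 18 genes higher) on normal diet and 0.05 (0.04 to 0.07, percentile 70.6, 11 of 18) on western diet. At 2000 or more UMIs the western diet median was -0.043. The modulated list was at 0.59 (0.42 to 0.65, percentile 100, 14 of 18) and -1.44 (-1.52 to -1.34, percentile 0, 3 of 18). On western diet 16 of its 18 genes, and on normal diet 12, were not above the level of the other cells in both libraries. With each library clustered alone, its western diet median was -2.46. The dissociation stress list was at -0.39 (-0.42 to -0.35, percentile 0, 0 of 17 higher) and 0.08 (0.04 to 0.10, percentile 83.6, 10 of 17).

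**Figure D4:**
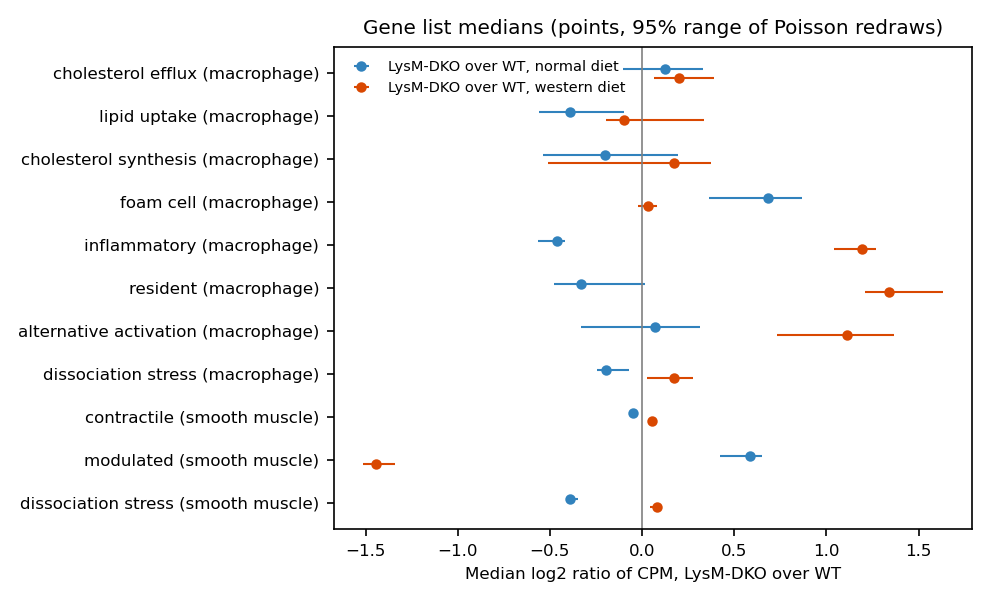
Median log2 ratio of LysM-DKO over WT for each gene list on the 2 diets. Bars are 95% ranges of counting error.

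In macrophage-like cells the median ratio of western over normal diet across all genes was 0.29 in WT and 0.11 in LysM-DKO, so diet changes are given here relative to it, by median-ratio scaling. Abcg1 was higher by 2.88 in WT and 2.51 in LysM-DKO, and Abca1 by 0.39 and 0.58. The foam cell median was 2.10 and 1.65, and the cholesterol efflux median 0.038 and -0.014. The inflammatory median was -2.53 and -0.84, the resident median -1.85 and -0.46, and the alternative activation median -1.52 and -0.62. Lipid uptake was at -0.81 and -0.28, cholesterol synthesis at -0.67 and -0.28, and dissociation stress at -0.94 and -0.46. In smooth muscle-like cells the all-gene median was at most 0.01 in size, and the contractile list was at 0.05 and 0.10, the modulated list at 0.73 and -0.87, and the stress list at -0.74 and -0.24. These contrasts join diet with ApoE genotype, sex and software version.

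The genotype ratios of the 2 diets had a Pearson correlation of -0.226 and a Spearman correlation of -0.155 over 1549 genes in macrophage-like cells, with the same sign in 44.7%. Over 1634 genes in smooth muscle-like cells the values were -0.0135 and 0.0961, with the same sign in 53.7%. Counting error alone moved these by up to 0.0267 and 0.0257 in macrophage-like cells and 0.0112 and 0.0124 in smooth muscle-like cells, as half-widths over 200 redraws. With each library clustered alone the smooth muscle-like Pearson correlation was -0.348, the largest change, and the Spearman correlation -0.133, the opposite direction. With equal weight for each cell the macrophage-like correlations were 0.0237 and 0.127, also the opposite direction.

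In macrophage-like cells, 645 of 1423 ranked genes had the same sign on both diets, and 351 of these were also at or above the level of the other cells. By the fixed rule, the genes named as higher in LysM-DKO were Cxcl13 (log2 3.07 on normal and 5.49 on western diet), Ccl8 (2.35 and 1.34), Lyz1 (1.10 and 1.32), Lgals3bp (1.28 and 0.98) and Wfdc17 (1.22 and 0.94). Cxcl13 rests on 5 and 28 UMIs on western diet. Named as lower were Lyz2 (-1.84 and -1.94), Igf1 (-0.53 and -0.59), Dpysl2 (-0.39 and -0.85), Cd84 (-0.43 and -0.33) and Cndp2 (-0.34 and -0.30). The intervals of Dpysl2, Cd84 and Cndp2 on normal diet, and of Cndp2 on western diet, include 0. With equal weight for each cell, Cd84 was at 0.38 and Cndp2 at 0.0050 on western diet.

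In smooth muscle-like cells, 838 of 1520 ranked genes had the same sign and 491 of these were at or above the level of the other cells. Named as higher were Mfap4 (1.19 and 1.29), Zbtb16 (1.26 and 1.06) and Des (0.51 and 0.90). Named as lower were Tent5a (-0.56 and -1.07), Hist1h2bc (-0.55 and -0.79), Dnajb1 (-0.78 and -0.48) and Hspa1a (-1.13 and -0.43). Dnajb1 and Hspa1a belong to the dissociation stress list. Hspa1a has a near-identical copy and Hist1h2bc belongs to a family of similar histone genes, so their counts are uncertain.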

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

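The tests of free RNA for the modulated list and of the mix of macrophage-like clusters were written down before their values were seen. The other tests in this part were chosen only after the results were seen, and so were the alternatives of 2000 UMIs and of cluster 13 alone. Each result here stands out because the genotype contrast took opposite directions on the 2 diets. The 2 contrasts share no library, each arm is 1 library, and none of the differences was tested. A genotype effect that depends on diet is the biological explanation the design offers. It cannot be told apart from differences between animals or preparations, or from the ApoE genotype, sex and software version that go with diet.

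The macrophage-like share was higher in LysM-DKO by 1.08 percentage points on normal diet and lower by 12.2 on western diet, a difference of -13.3 percentage points that was not tested. Low-UMI barcodes do not account for the whole of it, since the western diet difference was still -6.34 at 2000 or more UMIs. Without the low-UMI cluster 5 it was -0.158, as a share of all kept barcodes, of which 50.7% in WT on western diet were under 1000 UMIs. Among barcodes of at least 2000 UMIs, cluster 13 held 5.71% in WT and 1.58% in LysM-DKO, and cluster 5 2.25 and 0.0284%. How much of the contrast rests on cluster 5 therefore depends on which barcodes are counted. A smaller smooth muscle-like share in that library would raise every other class alike, by 2.56 fold of WT over LysM-DKO. The classes moved apart instead: 8.13 fold for macrophage-like, 15.3 for B-like, 12.2 for chondrocyte-like, 3.68 for T or NK-like, 2.97 for erythroid-like, 0.975 for fibroblast-like and 0.572 for endothelial-like cells. The rise was therefore not particular to macrophage-like cells, and a smaller smooth muscle-like share could be part of it but not the whole. Whether cluster 5 holds cells of the plaque or damaged macrophages was not tested.

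The smooth muscle-like share was lower in LysM-DKO by 11.8 percentage points on normal diet and higher by 41.2 on western diet, a difference of 53.0 that was not tested. The boundary of the smooth muscle-like class may account for the normal diet part, where the difference was 12.7 with each library clustered alone. In LysM-DKO on normal diet the class then grew from 1974 to 3857 barcodes. The 1665 unnamed barcodes of that library could not supply all of this growth, and which barcodes moved was not checked. The class boundary does not account for the whole of the western diet part, which was 29.5 under the same alternative. A difference in how much of the vessel wall was released during digestion was not tested.

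The inflammatory list was lower by 0.46 on normal diet and higher by 1.19 on western diet, a difference of 1.66 that was not tested. Low-UMI barcodes may account for some of the western diet part but not the whole, since the median was still 0.73 at 2000 or more UMIs. A different mix of clusters 5 and 13 could account for only part of it, since the median within cluster 13 was 0.51. A different mix of cells within cluster 13 was not tested and could account for more. At resolution 2, macrophage-like clusters of 446 and 348 barcodes differed in leading genes. Of these, only the smaller had Cxcl2 and Tnf among its 10 leading genes. For handling stress, the western diet stress list lay at percentile 41.4, but within cluster 13 it rose by 0.51 as well. With only the genes at or above the other cells it rose by 0.87, and the question stays open. On normal diet the stress list was also low, at percentile 1.13, but it rose in T or NK-like cells, and handling stays open there too. Free RNA could also raise the western diet median, by lowering macrophage-like levels more in WT. In macrophage-like cells Acta2 was at 42.8% of its level in the other cells in WT and 10.3% in LysM-DKO. No correction for this was made.

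The dissociation stress list was lower on normal diet and higher on western diet in both classes, with differences of 0.37 in macrophage-like cells and 0.47 in smooth muscle-like cells that were not tested. Handling should move the list in other classes too, so it was computed in 4 more. On normal diet it was -0.15 in fibroblast-like, -0.17 in endothelial-like and -0.21 in B-like cells, but 0.18 (0.10 to 0.24) in T or NK-like cells. Handling that acts on all classes alike would not by itself give the rise in T or NK-like cells. The mix of clusters in that class also differed, however. Cluster 10 made up 9.96% of WT and 5.68% of LysM-DKO on normal diet, and cluster 19 1.72 and 3.01%. The rise could come from this mix, so handling stays open for the normal diet part. On western diet the median was 0.31 in fibroblast-like and 0.30 in endothelial-like cells. It was 0.056 in T or NK-like and 0.080 in B-like cells, with ranges that include 0. The western diet medians of the reported classes lay at percentiles 41.4 and 83.6 of random lists, inside their range. In macrophage-like cells, however, 14 of the 17 genes were not above the level of the other cells in both libraries. The median there ranged from 0.13 to 0.87 among the alternatives. It was highest with only the 3 genes at or above the other cells, and 0.47 with equal weight for each cell. A rise particular to stress genes was therefore not excluded in macrophage-like cells, and handling stays open. A biological cause was not tested.

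The contractile list was lower by 0.05 on normal diet and higher by 0.05 on western diet, a difference of 0.10 that was not tested. The western diet part may come from low-UMI barcodes, since the median was -0.043 at 2000 or more UMIs. Both medians lay well inside the range of random lists.

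The modulated list was higher by 0.59 on normal diet and lower by 1.44 on western diet, a difference of -2.03 that was not tested. Free RNA from the unnamed and chondrocyte-like barcodes of WT on western diet may account for the western diet part. Chondrocyte markers had a median of -1.26 in the same smooth muscle-like cells, with 7 of 8 lower and Comp higher by 0.46. WT on normal diet had 0 chondrocyte-like barcodes, yet its smooth muscle-like cells held 652 UMIs of Sox9 and 504 of Acan. Smooth muscle-like cells may thus express such markers themselves, and the fall cannot tell free RNA from a change in these cells. Keeping only list genes above the other cells left 2 genes on western diet, too few for a median, so that arm of the test was not run. On normal diet the median was 0.18 with only the genes at or above the level of the other cells, and the chondrocyte markers had a median of 0.051, with 2 of 6 lower. How much of the rise on normal diet comes from RNA of other cells stays open.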

How the results depend on the processing

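The alternatives of 2000 UMIs and of cluster 13 alone were chosen only after the results were seen, and the others were planned. For the 32 results that answer a comparison, 309 alternative values were computed: 201 stayed within the interval of the reported value, 91 moved beyond it in the same direction or from a value not apart from 0, and 17 reversed. Of the 32, 16 kept their sign throughout. For the other 88 results, 660 of 855 values stayed within the interval, 184 moved and 11 reversed. No paired analysis was possible because each group is 1 library. The causes of the changes listed below were not tested.

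Under every alternative the macrophage-like share difference stayed negative on western diet, from -12.9 to -0.158 percentage points, and positive on normal diet, from 0.814 to 3.82. The western diet difference in smooth muscle-like share ranged from 29.5 to 48.4. The inflammatory median stayed between -0.56 and -0.097 on normal diet and between 0.51 and 1.67 on western diet. The modulated median stayed between 0.18 and 0.62 on normal diet and between -2.46 and -0.84 on western diet. The foam cell median on normal diet ranged from 0.47 to 0.84, and Abcg1 on normal diet from 0.14 to 0.91. The Lyz2 ratio of LysM-DKO over WT ranged from -1.89 to -1.68 on normal diet and from -2.68 to -1.09 on western diet. Among the named genes, 264 of 340 values stayed within the interval, 75 moved and 1 reversed.

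The values that follow are differences in percentage points, log2 ratios or correlations, and for each of them the cause was not tested. At 1000 or more UMIs, the macrophage-like share was -9.69 on western diet and 10.1 between diets in WT, the smooth muscle-like share was -9.63 on normal diet, 44.7 on western diet, 1.25 between diets in WT and 55.6 between diets in LysM-DKO, Abca1 was 0.074 on western diet, and Lyz2 was 0.17 between diets in WT. The macrophage-like Spearman correlation was -0.205, the smooth muscle-like Spearman correlation was 0.0787, the foam cell median was -0.14 on western diet, and the inflammatory median was 0.94 on western diet. The contractile median was 0.027 on western diet. At 2000 or more UMIs, the macrophage-like share was 1.69 on normal diet, -6.34 on western diet and 6.57 between diets in WT, the smooth muscle-like share was 45.0 on western diet, -4.37 between diets in WT and 53.5 between diets in LysM-DKO, Abca1 was -0.20 on western diet, and Abcg1 was -0.37 on western diet. Lyz2 was 0.41 between diets in WT, the macrophage-like Pearson correlation was -0.149, the macrophage-like Spearman correlation was -0.189, and the smooth muscle-like Pearson correlation was 0.0906. The smooth muscle-like Spearman correlation was 0.131, the cholesterol efflux median was -0.13 on western diet, the foam cell median was -0.36 on western diet, and the inflammatory median was -0.56 on normal diet and 0.73 on western diet. The contractile median was -0.043 on western diet, and the modulated median was -0.84 on western diet. At up to 20% mitochondrial UMIs, the macrophage-like share was -12.9 on western diet and 13.1 between diets in WT, the smooth muscle-like share was -7.63 on normal diet, 33.5 on western diet, 14.4 between diets in WT and 55.5 between diets in LysM-DKO, the smooth muscle-like Pearson correlation was -0.0885, and the smooth muscle-like Spearman correlation was 0.0351. The contractile median was 0.11 on western diet and -0.024 between diets in WT, and the modulated median was -1.76 on western diet. With doublets kept, the smooth muscle-like share was 0.877 between diets in WT and 53.0 between diets in LysM-DKO, the macrophage-like Pearson correlation was -0.129, the macrophage-like Spearman correlation was -0.0128, and the inflammatory median was -0.39 on normal diet. The contractile median was -0.068 on normal diet and 0.088 on western diet. With each library clustered alone, the macrophage-like share was -9.50 on western diet and 9.84 between diets in WT, the smooth muscle-like share was 12.7 on normal diet, 29.5 on western diet, 9.85 between diets in WT and 26.6 between diets in LysM-DKO, Abca1 was 0.061 on western diet, and Lyz2 was 0.0091 between diets in WT. The macrophage-like Pearson correlation was -0.173, the smooth muscle-like Pearson correlation was -0.348, the smooth muscle-like Spearman correlation was -0.133, and the foam cell median was -0.16 on western diet. The inflammatory median was 0.83 on western diet, the contractile median was -0.081 on normal diet, 0.18 on western diet and -0.066 between diets in WT, and the modulated median was -2.46 on western diet. At resolution 2, the smooth muscle-like share was 48.4 on western diet, -5.56 between diets in WT and 54.0 between diets in LysM-DKO, the smooth muscle-like Pearson correlation was -0.0696, the smooth muscle-like Spearman correlation was 0.0397, and the contractile median was 0.081 on western diet. The modulated median was -1.54 on western diet. With equal weight for each cell, Abca1 was 0.76 on western diet, Abcg1 was 0.32 on western diet, Cd84 was 0.38 on western diet, and the macrophage-like Pearson correlation was 0.0237. The macrophage-like Spearman correlation was 0.127, the smooth muscle-like Pearson correlation was -0.0722, the smooth muscle-like Spearman correlation was -0.0333, and the lipid uptake median was 0.023 between diets in WT. The foam cell median was 0.14 on western diet, the inflammatory median was -0.097 on normal diet and 1.67 on western diet, the resident median was 0.083 between diets in LysM-DKO, and the contractile median was 0.31 on western diet and -0.17 between diets in WT. The modulated median was 0.38 on normal diet and -2.25 on western diet. With only genes at or above the other cells, the cholesterol efflux median was 0.41 on western diet, the lipid uptake median was -0.59 on normal diet and 1.09 on western diet, and the modulated median was 0.18 on normal diet and 0.084 between diets in LysM-DKO. At 20 CPM on average, the macrophage-like Pearson correlation was -0.0935, the macrophage-like Spearman correlation was -0.0824, and the smooth muscle-like Spearman correlation was 0.114. With median-ratio scaling, the foam cell median was 0.099 on western diet. Within cluster 13, the macrophage-like share was -0.158 on western diet, 0.694 between diets in WT and -0.442 between diets in LysM-DKO, Abca1 was -0.42 on western diet, Abcg1 was -0.59 on western diet, and Epn2 was 0.63 on western diet. Lyz2 was 0.63 between diets in WT, the macrophage-like Pearson correlation was -0.0952, the cholesterol efflux median was -0.17 on western diet, and the lipid uptake median was 0.49 on western diet. The foam cell median was -0.49 on western diet, and the inflammatory median was 0.51 on western diet. As a share of immune cells, the macrophage-like share was 3.82 on normal diet, -9.36 on western diet, 66.4 between diets in WT and 53.2 between diets in LysM-DKO. As a share of non-immune cells, the smooth muscle-like share was -17.8 on normal diet, 35.2 on western diet, -10.9 between diets in WT and 42.0 between diets in LysM-DKO.

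With only genes at or above the other cells, the cholesterol synthesis list in every contrast, and the modulated list on western diet and between diets in WT, kept too few genes to give a value. Cluster 13 alone does not apply to smooth muscle-like cells. Low counts limit the ratios of Epn2 and Abcg1: Epn2 gave 8 UMIs in LysM-DKO macrophage-like cells on western diet, and Abcg1 14 in WT on normal diet.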

Other observations

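The tests of sex and of the Cre insertion were written down before their values were seen, and the other tests in this part were chosen only after the results were seen. The libraries differed in sex-linked transcripts. Among smooth muscle-like barcodes of at least 5000 UMIs, 98.0 and 97.9% on normal diet had Xist and no transcript of 4 Y-linked genes. On western diet 65.5 and 73.5% had a Y-linked transcript and no Xist. The highest share of barcodes with both was 0.320%, so each library looks like 1 sex, and animals of different sex may explain the pattern rather than mixed samples. Sex therefore changes together with diet and not with the targeted genes.

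Free RNA of smooth muscle may account for the Epn2 signal of macrophage-like cells on western diet, where the level expected from Acta2 was 112% of that measured in WT. It does not account for Epn2 in WT on normal diet, at 43.7%, nor for Epn1, at 22.8% or less. Loss of Epn2 from LysM-DKO macrophages on western diet could therefore not be read from these counts. The ratios of Epn1 had intervals that include 0 on both diets, and deletion of an upstream exon was not tested.

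Lyz2 was lower in LysM-DKO macrophage-like cells on both diets. Reads assigned to the paralog Lyz1 do not account for it, since the 2 genes together had a ratio of -1.79 on western diet. The insertion of Cre at the Lyz2 locus, which the label LysM-DKO brings to mind, would predict a fall in other myeloid cells too. In neutrophil-like cells the ratio was -1.12 (-1.42 to -0.82) on normal diet and -3.28 (-4.59 to -2.38) on western diet. In dendritic-like cells it was -2.56 (-3.87 to -1.65) on western diet, but 0.32 (-0.19 to 0.83) on normal diet. Both western diet falls rest on 8 UMIs in LysM-DKO, from 11 neutrophil-like and 10 dendritic-like barcodes. The insertion may still be the cause, and the test left this open. No sequence of the locus was used here.

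Unnamed clusters 2 and 11 lay almost wholly in WT on western diet, which held 99.0 and 92.1% of them. They were led by Lum, Vcam1 and Spp1, and Mgp was also among the 10 leading genes of each. Low-UMI droplets do not account for cluster 11, whose share of that library was 17.4% at 2000 or more UMIs, 355% of its share among all kept barcodes. The share of cluster 2 fell from 18.9 to 9.58%, or 50.8% of its value, so low-UMI droplets may make up part of cluster 2 but not the whole. The clusters may be modulated vessel wall cells or may be particular to that library, and no biological explanation was tested.

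A T or NK-like cluster, cluster 23, made up 0.860, 1.31, 0.262 and 0.120% of the libraries and held Rag1 at 750 CPM and Dntt at 290 CPM, genes of developing lymphocytes. Thymus tissue carried along with the aorta might explain this. Cd8b1 was at 218 CPM there, against 78.5, 22.3 and 2.88 CPM in the other T or NK-like clusters. Ptcra, a gene of that stage, was also highest there, at 6.86 CPM, but from 4 UMIs. The origin stays open. No biological explanation was tested.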
